A study of Mus musculus with 4 samples. Its data were reported in "ERBB2 signaling drives immune cell evasion and resistance against immunotherapy in small cell lung cancer" (2025).

How the data were processed

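Total RNA of 4 untreated murine SCLC cell lines was sequenced, with 1 library per line. Per the labels, cells were grown in RPMI medium with fetal serum, RNA was extracted with a column kit and libraries were made with a total RNA kit. The methods of the study describe a kit for the 3' ends of mRNA for RNA sequencing, so that the library type is given differently by the sources. The genome build in the submitters' processing notes is mm10. The methods of the study name the aligner Bwa and a later mouse build under RNA sequencing, in a passage on mutation calling. Whether that alignment was also used for the gene table is not stated, and the counting tool is not given in the sources used here. Lines were grouped by the sample titles into primary (P1, P4 and P5) and metastasis (M1). The labels name lung as the source of all lines, whereas the design of the series states that M1 came from a liver metastasis and that the lines came from separate mice. The deposited columns of P1 and P5 share a number in their names whose meaning is not given in the sources used here. If it marked a shared mouse, the spread of the primary lines would cover fewer animals than lines.

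The authors deposited a table of CPM values, in which each library sums to 1000000. The table contained 54838 rows. The 85 rows without a gene symbol were left out of all tests and held between 0.00672% and 0.0130% of a library. Rows that shared a symbol were summed. The most frequent value above 0 in a library was taken as 1 read, which gave between 9527011 and 13890726 assigned reads per library. With a tolerance of 0.001 reads, 79.0% of the values above 0 in P1, 88.6% in P4, 79.9% in P5 and 88.9% in M1 were whole reads, and at least 99.96% were steps of a hundredth of a read. The deposited values were thus CPM from estimated counts, in which reads shared between genes had been divided, and no count model was fitted. A count of 3 reads, given as the floor for a gene at 0, was 0.315 CPM in P1, 0.216 CPM in P4, 0.260 CPM in P5 and 0.269 CPM in M1. These floors cover counting error only. Genes of core cellular machinery were also listed at 0 in P4 and M1, though less often than other genes of like CPM. A 0 is therefore given as listed and no fold is computed against it.

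Differences were tested on log2(CPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Genes with at least 1 CPM in at least 1 library were tested. A gene under 1 CPM in every primary line was thus tested only if M1 was higher, so that its direction was fixed in advance. A difference on this scale understates the change of genes near 0. With 3 lines against 1, the spread comes from the primary lines alone and M1 is assumed to vary like them. A p-value therefore asks whether M1 lies outside the spread of the 3 primary lines, not whether metastases differ from primary tumors. Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over 20 lists, and again with an estimated correlation. The second version takes its degrees of freedom from the few residual ones of the fit, so that a list can hardly pass. A call lost with it does not by itself show that correlation between genes explains the call. The estimated correlation was, however, 0.55 for MHC class I, 0.84 for neuroendocrine and 0.31 for immune cell markers. These values lay far above the preset one, so that the p-values of these lists at the preset correlation can be too small. For MHC class II, the estimated correlation of -0.055 lay below the preset one. A list needed 4 tested members. Camera compares a list with all other genes, whose median log2 difference was -0.53 and whose mean was -0.33. It works on moderated t statistics, not on log2 differences. The test pointed higher, against a median log2 difference below 0, for WNT ligands, innate sensing, ERK targets, neuroendocrine, lung epithelial and sex-linked genes. The means of the WNT ligands (-0.45) and ERK targets (-0.39) were also below 0 and below that of all genes. The medians of the lung epithelial (-0.555) and sex-linked genes (-1.39) were below that of all genes. The 21 lists, the design and most alternatives were fixed before the data were examined. They covered ERBB receptors and ligands, WNT ligands, WNT receptors and targets, NOTCH, MHC class I, innate sensing, MAPK and AKT components, ERK targets, neuroendocrine, non-neuroendocrine, epithelial and mesenchymal markers, cell cycle genes, checkpoint and NK ligands, MHC class II, and markers of fibroblasts, hepatocytes, immune, endothelial and lung cells, sex-linked and mitochondrially encoded genes.

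The named genes followed a rule with 3 parts. The first part took Rb1, Trp53, Erbb2, Erbb3, Egfr, the detected WNT ligands and NOTCH receptors, B2m, H2-K1, H2-D1, Tap1, Ddx58, Tbk1 and Tmem173. The second took the 10 largest rises and 10 largest falls past the threshold or, as none passed, the largest differences among genes for which M1 lay outside the primary range by more than its width, without predicted genes. The third took up to 4 members of each list with the smallest p. Genes outside the rule are stated as chosen after their values were seen, and some genes that the rule took are not reported here. Gene positions are from RefSeq for the mouse assembly that corresponds to mm10, where the genes given are protein-coding.

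The fit was tested on 10 sets of simulated libraries with the means and read numbers of these data, over 14889 genes of which 200 were changed. The spreads of the primary lines were shuffled over the genes, so that a spread no longer followed the level of its gene. Falls were cut at 0 CPM, so that low genes could not fall by the full fold. The share of genes found can therefore differ from that in these data. At an adjusted p under 0.05, 0% of genes changed 4-fold and 0% of genes changed 64-fold were called, with 0 unchanged genes called. At an unadjusted p under 0.05, 60.4% of the genes changed 64-fold, 25.4% of those changed 4-fold and 5.57% of the unchanged genes were found, and 98.4% of the genes changed 64-fold had the right sign. A list of 20 genes shifted by 2 on the log2 scale passed camera in 10 of 10 sets, and an unshifted list in 0 of 10. The simulated genes varied independently, so that the 0 of 10 does not measure false calls in lists of correlated genes. In these data the estimated correlation was 0.55 for MHC class I, 0.84 for neuroendocrine markers and 0.31 for immune cell markers. Alternatives covered pseudocounts of 0.1 and 5, other filters, other scalings, eBayes without trend or with robust variance, and leaving out each primary line. After the libraries were seen to differ in the number of genes listed, a batch term that sets P4 and M1 against P1 and P5 and a filter of a mean of 50 CPM were added. Library and artifact tables and figures were made in Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.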

Results

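Bulk RNA sequencing was available for 4 murine small cell lung cancer (SCLC) cell lines from an autochthonous mouse model in which Rb1 and Trp53 are conditionally deleted in the lung. By the design of the series, lines P1, P4 and P5 were derived from primary lung tumors of individual mice (n = 3 lines), and line M1 came from the liver metastasis of a further animal (n = 1). All lines were grown untreated, and each was sequenced as 1 library. The deposited table gave counts per 1000000 reads (CPM) for each gene. The step size of the values corresponded to 9527011 reads assigned to genes in P1, 13890726 in P4, 11523176 in P5 and 11170276 in M1. Despite similar depth, the libraries differed in how many genes they contained. P1 and P5 had 17824 and 20578 gene symbols above 0, whereas P4 and M1 had 7985 and 10074. Of the 7534 genes with at least 10 CPM in both P1 and P5, 19.8% were listed at 0 in P4 and 10.1% in M1. A count of 3 reads would correspond to 0.216 CPM in P4 and 0.269 CPM in M1. Genes of core cellular machinery were among them: of 125 such genes with 10 to 50 CPM in P1 and P5, 24 were listed at 0 in P4 and 7 in M1. This was less often than for the 3504 other genes in that range, at 19.2% against 33.6% in P4 and 5.6% against 17.7% in M1. A value of 0 is therefore given as listed, with the value of each line.

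**Figure D1:**
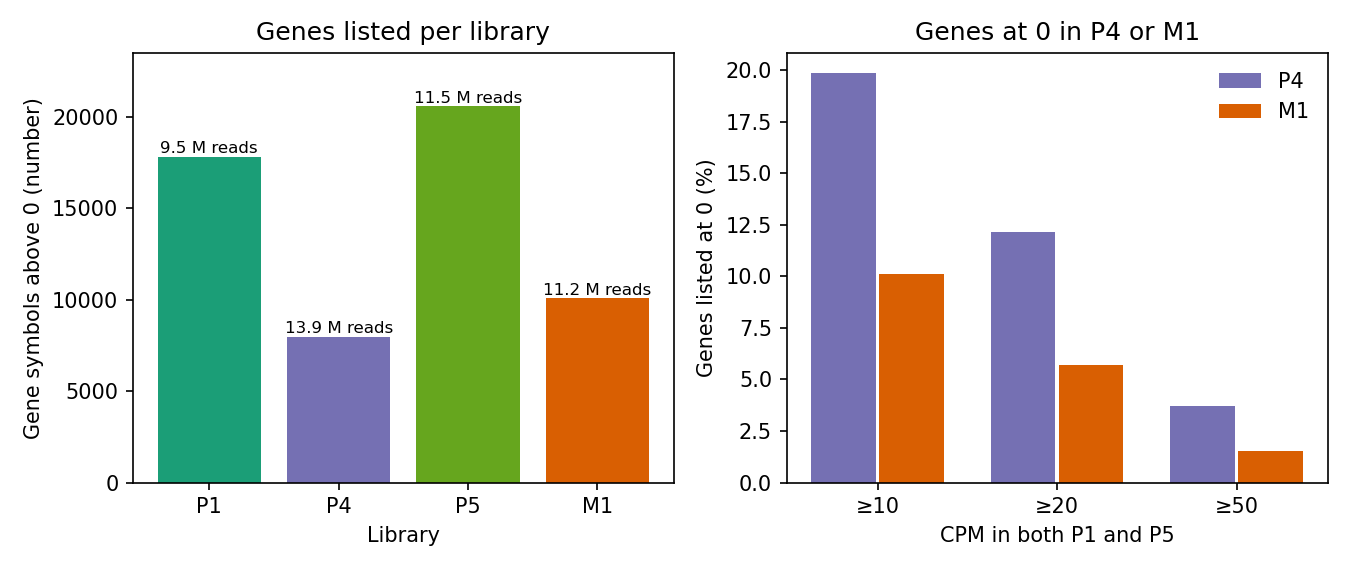
Left, number of gene symbols above 0 CPM in each library (bars), with the estimated number of reads (M, 1000000 reads) above each bar. Right, percentage of genes listed at 0 in P4 or M1 among genes with at least 10, 20 or 50 CPM in both P1 and P5. P4 and M1 contained 7985 and 10074 genes against 17824 and 20578 in P1 and P5, and 19.8% and 10.1% of the genes over 10 CPM were listed at 0.

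The genes deleted in the model were examined first. Trp53, which encodes the tumor suppressor p53, was near or at 0 in every line, with 0.210 CPM in P1, 0.144 CPM in P4, 0.260 CPM in P5 and 0 in M1. Rb1, which encodes the retinoblastoma protein, was listed at 10.3 CPM in P1, 13.2 CPM in P5 and at 0 in P4 and M1. Transcript from outside the deleted exons can still be counted, so that Rb1 reads do not test the deletion.

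The comparison of M1 with the primary-derived lines addressed whether ERBB2 and pathways that could regulate it are transcribed differently in metastatic cells. Erbb2 (chromosome 11, 98412484 to 98437716 in mm10), which encodes the receptor tyrosine kinase at the center of the study, had a value in M1 between those of the primary lines. It was at 15.8 CPM in M1 and 14.6 ± 7.20 CPM in the primary lines (SD, n = 3), which ranged from 8.35 CPM in P4 to 22.5 CPM in P1. The log2(CPM + 1) difference was 0.21 ± 1.01 (SE; limma, adjusted p = 0.916), within the spread of the primary lines. Without P4 its direction turned, with a log2 difference of -0.11.

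The receptors Egfr and Erbb3 were listed at 0 in M1 and also in the primary line P4. Egfr (chromosome 11, 16752203 to 16913907) was at 14.5 CPM in P1 and 63.7 CPM in P5. Erbb3, the kinase-impaired partner of ERBB2, was at 2.41 CPM in P1 and 1.74 CPM in P5. Among the ligands, Hbegf was at 16.5 CPM in M1 and 15.3 CPM in P4 against 70.6 CPM in P1 and 89.5 CPM in P5. Tgfa was at 10.6 CPM in M1 against 4.72 CPM, 0 and 1.82 CPM in P1, P4 and P5. Of the 12 tested members of the list of ERBB receptors and ligands, 0 passed the threshold, whether adjusted over all genes or adjusted over the list alone. The list as a whole did not stand apart (limma camera, adjusted p = 0.910).

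WNT ligands showed no shared direction. Wnt6 was at 7.52 CPM in M1 and 6.77 ± 1.31 CPM in the primary lines (SD, n = 3). Wnt7b was at 26.6 CPM in M1, between the 11.4 CPM of P5 and the 76.7 CPM of P1. Wnt10a was at 48.5 CPM in M1, 49.9 CPM in P1, 22.5 CPM in P5 and 4.32 CPM in P4. Wnt7a, with 5.10 CPM in M1 and at most 0.630 CPM in a primary line, was the WNT ligand farthest from the primary range (log2 difference 2.17 ± 0.75, SE; limma, adjusted p = 0.502). Wnt7a entered the test through M1 alone, so that its direction was fixed in advance. Wnt4 was at 11.8 CPM in P1 and 30.7 CPM in P5, and Wnt5a at 3.25 CPM and 44.9 CPM. Both were listed at 0 in P4 and M1, as were the low Wnt3, Wnt5b, Wnt9a and Wnt10b. Of the 10 tested WNT ligands, and of the 19 tested WNT receptors and target genes, 0 passed the threshold adjusted over all genes or adjusted over the list alone (limma camera, adjusted p = 0.910 and 0.441). The receptor gene Fzd5 was at 0.0895 CPM in M1 and at 11.7, 51.6 and 15.3 CPM in P1, P4 and P5. Fzd3 was at 31.2 CPM in M1 and at most 12.5 CPM in a primary line. Ctnnb1, which encodes beta-catenin, was listed at 0 in M1 and was at 12.4, 1.45 and 9.47 CPM in P1, P4 and P5.

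In the NOTCH pathway, Notch2 was the receptor with the highest values, at 54.97 CPM in M1 and 42.5 ± 14.0 CPM in the primary lines (SD, n = 3; log2 difference 0.41 ± 0.63, SE; limma, adjusted p = 0.755). Notch1 and Notch3 were at most 1.44 and 3.38 CPM in P1 and P5 and listed at 0 in P4 and M1. The ligand genes Dll3 and Jag2 were at 25.4 and 66.4 CPM in M1 and at no more than 2.86 and 7.66 CPM in the primary lines (limma, adjusted p = 0.517 and 0.647). Dll3 encodes an inhibitory NOTCH ligand that is frequently found on SCLC cells. Hes1, a NOTCH target gene named after its values were seen, was at 400 CPM in M1 but highest in the primary line P4, at 1530 CPM, against 25.9 CPM in P1 and 63.5 CPM in P5. Of the 15 tested members, 0 passed the threshold adjusted over all genes or adjusted over the list alone. The list did not stand apart (limma camera, adjusted p = 0.459).

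**Figure D2:**
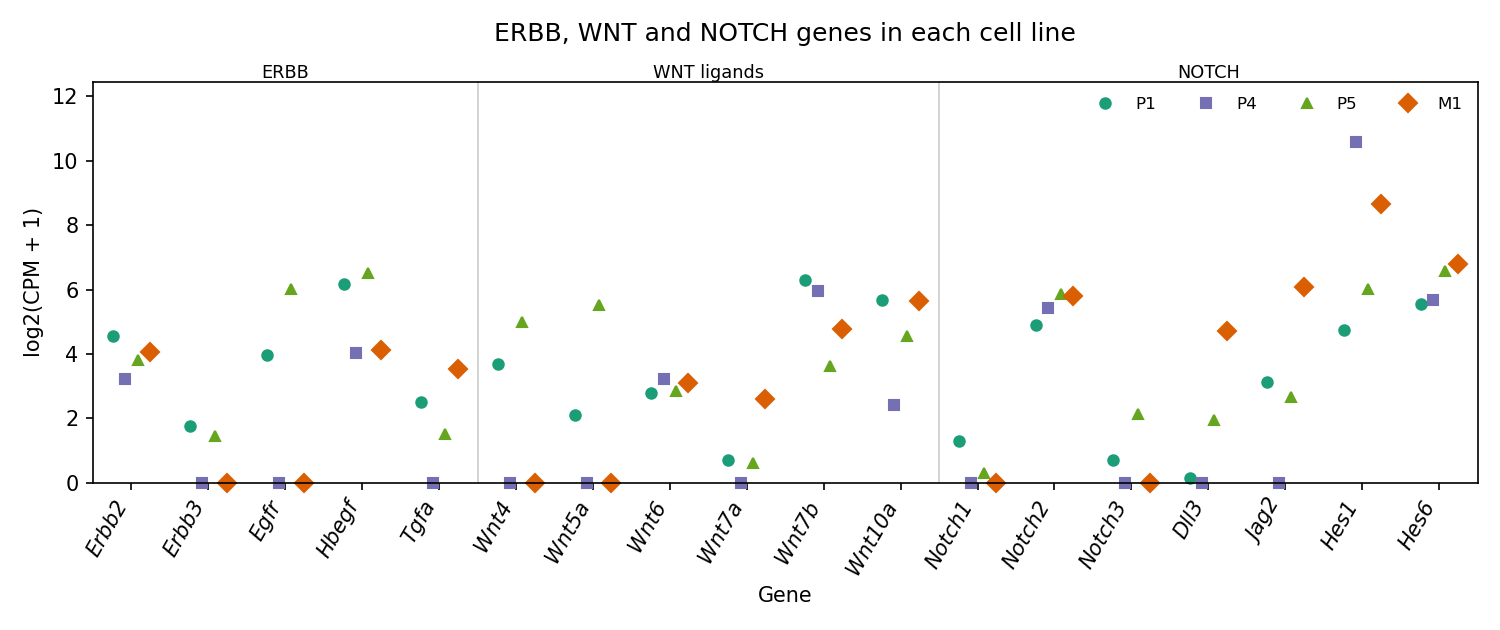
Expression of ERBB, WNT and NOTCH genes as log2(CPM + 1) in the primary-derived lines P1, P4 and P5 and the metastasis-derived line M1, with 1 point per library. Erbb2 in M1 (15.8 CPM) lay between the primary lines, and Egfr, Wnt4 and Wnt5a were listed at 0 in both M1 and P4.

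Genes of MHC class I antigen presentation were next compared, since the study relates ERBB2 to this pathway. Of the 7 tested heavy chain genes, 5 had higher values in M1 than in each primary line, but not past the threshold. H2-K1 (chromosome 17, 33996012 to 34000619) was at 112 CPM against 31.1 ± 12.4 CPM (SD, n = 3; log2 difference 1.90 ± 0.70, SE; limma, adjusted p = 0.542). H2-D1 was at 159 CPM against 53.1 ± 17.4 CPM (SD, n = 3; log2 difference 1.62 ± 0.59, SE; limma, adjusted p = 0.537). The class I genes H2-Q4 and H2-Q7 were at 66.7 and 22.9 CPM in M1 and at no more than 1.39 and 0.525 CPM in the primary lines. H2-Q7 entered the test through M1 alone, so that its place above every primary line was fixed in advance. Reads can be split between class I genes of like sequence. H2-T23, H2-T22 and H2-M3 are named here after their values were seen. H2-T23 was at 21.8 CPM in M1 and at most 1.31 CPM in a primary line. H2-T22 was at 7.70 CPM in M1 against 3.86, 0.0720 and 14.6 CPM in P1, P4 and P5. H2-M3 was listed at 0 in M1 and P4 and was at 0.105 CPM in P1 and 1.13 CPM in P5. Nlrc5, the transactivator of class I genes, was at 19.96 CPM in M1 and at most 1.13 CPM in a primary line. In contrast, B2m (chromosome 2, 122147687 to 122153082), the invariant light chain, was at 242 CPM in M1 and 242 ± 117 CPM in the primary lines (SD, n = 3; log2 difference 0.10 ± 0.64, SE; limma, adjusted p = 0.937). The peptide transporter gene Tap1 was listed at 0 in M1 and P4, at 5.88 CPM in P1 and at 8.07 CPM in P5. Canx, which encodes the chaperone calnexin, was at 90.4 CPM in M1 and 425 ± 58.8 CPM in the primary lines (SD, n = 3; limma, adjusted p = 0.304).

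Of the 21 tested members of the MHC class I list, 10 were above and 3 were below every primary line. Of these, 0 passed the threshold adjusted over all genes or adjusted over the list alone. As a list they were higher in M1 than other genes (limma camera, adjusted p = 0.0411, median log2 difference 0.95). This call was lost with an estimated correlation between genes (adjusted p = 0.960), without P1 (adjusted p = 0.174), without P4 (adjusted p = 0.0624) and with library batch as a term, which compares M1 with P4 (adjusted p = 0.537). Among genes with a mean of at least 50 CPM the list pointed lower in M1 (adjusted p = 0.962). Markers of immune cells, described further on, were also higher in M1 as a list, a call likewise lost with an estimated correlation (limma camera, adjusted p = 0.795).

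Genes of innate nucleic acid sensing had values on both sides. Ddx58, which encodes RIG-I, was at 3.94 CPM in M1, 18.3 CPM in P1, 37.4 CPM in P5 and listed at 0 in P4. Tbk1 was at 23.7 CPM in M1, 17.8 CPM in P1 and 18.7 CPM in P5 and listed at 0 in P4. Tmem173, which encodes STING, was at 16.0 CPM in P1, 21.1 CPM in P5 and listed at 0 in P4 and M1. The interferon-inducible gene Rsad2 was at 38.05 CPM in M1 and at most 1.74 CPM in a primary line. Irf3 was listed at 0 in M1 and was at 28.9, 6.19 and 31.7 CPM in P1, P4 and P5. Of the 28 tested members, 0 passed the threshold adjusted over all genes or adjusted over the list alone (limma camera, adjusted p = 0.606). Among the components of the MAPK and AKT pathways, Mapk3, which encodes ERK1, was at 47.7 CPM in M1 and 188 ± 41.8 CPM in the primary lines (SD, n = 3; limma, adjusted p = 0.338). The 27 pathway components and the 20 ERK target genes contained 0 genes past the threshold adjusted over all genes or adjusted over the list alone. Neither list stood apart (limma camera, adjusted p = 0.459 and 0.965).

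Across the transcriptome, the genes farthest above the primary lines in M1 were Ccer2 and the immunoglobulin light chain gene Igkc. They were at 243 and 179 CPM in M1 and at no more than 0.0720 CPM in a primary line. Lhx3, Atoh1, Uncx, Pou4f3 and Prrxl1, homeodomain or basic helix-loop-helix factors of neural and sensory development, were at 147, 120, 116, 109 and 163 CPM in M1 and listed at 0 in P1, P4 and P5. Neurod1 (chromosome 2, 79452637 to 79456636), the transcription factor that defines a neuroendocrine subtype of SCLC, was at 134 CPM in M1, 0.0868 CPM in P5 and listed at 0 in P1 and P4. Nefm and Elavl3 were at 227 and 248 CPM in M1 and at 3.47 and 7.72 CPM in P5, again with P1 and P4 at 0. The genes farthest below were Ckap2l, Plin3, Cops4, Pbxip1, Ppfibp1, Ap3m1 and Plekhg3, listed at 0 in M1 with primary means of 73.3 CPM or more, and Clip1, Rnh1 and Ccnd3, at 0.806, 0.0895 and 0.269 CPM in M1. All of these genes were below the threshold. Of 14889 genes, 0 were higher and 0 were lower in M1 (limma, smallest adjusted p = 0.304). At an unadjusted p under 0.05 there were 1441 genes, of which 674 were higher and 767 lower. For 181 of the 674 the primary lines were all at 0, so that the p-value rested on no measured spread. In simulated libraries of this design, with spreads shuffled over the genes, 0% of genes changed 64-fold passed the threshold. The count of 0 therefore does not show that the lines were alike.

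Neuroendocrine markers as a list were higher in M1 than other genes (limma camera, adjusted p = 0.0411), but not with an estimated correlation (adjusted p = 0.960), without P1 (adjusted p = 0.356), without P4 (adjusted p = 0.0624) or with library batch as a term (adjusted p = 0.639). Their median log2 difference was -0.17 and their mean 0.99, since 8 of 24 tested members were above every primary line and 10 were listed at 0 in M1. Among the 8, Neurod1 and Syp entered the test through M1 alone, so that their place was fixed in advance. With the batch term, against P4, the median was 0.11 and the mean 2.26, with 13 members higher and 1 lower in M1. Relative to the median of all genes, that of the list was 0.36 against all primary lines and 0.11 against P4. The call lost there, with 1 residual degree of freedom, thus does not decide whether the difference was smaller. In P4, however, 22 of the 24 members were listed at 0. Bex1, Syp and Syt1 were at 67.4, 5.91 and 43.1 CPM in M1 and no higher than 3.56 CPM in a primary line. Non-neuroendocrine markers included Yap1, a coactivator of the Hippo pathway, at 0.895 CPM in M1 and 56.5 ± 29.3 CPM in the primary lines (SD, n = 3; log2 difference -4.79 ± 0.92, SE; limma, adjusted p = 0.304). Zeb1 and Zeb2, repressors of epithelial genes, were at 17.6 CPM and 0 in M1 and at 77.6 ± 19.2 and 28.3 ± 13.4 CPM in the primary lines (SD, n = 3). Neither the 17 non-neuroendocrine and tuft markers nor the 24 epithelial and mesenchymal markers stood apart as lists (limma camera, adjusted p = 0.744 and 0.459). The cell cycle genes Mki67 and Mcm3 were at 76.3 and 37.3 CPM in M1 against 328 ± 156 and 189 ± 102 CPM (SD, n = 3), while E2f1 was at 87.6 against 40.5 ± 5.81 CPM (SD, n = 3). The 24 cell cycle genes did not stand apart (limma camera, adjusted p = 0.606). Of the immune checkpoint and NK ligands, Pvr was at 1.88 CPM in M1 against 41.9 ± 11.0 CPM and Cd47 was at 25.4 CPM against 135 ± 57.8 CPM (SD, n = 3). The 15 tested members did not stand apart (limma camera, adjusted p = 0.459). In each of these 4 lists, as among the neuroendocrine markers, 0 members passed the threshold adjusted over all genes or adjusted over the list alone.

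Markers of other cell types were examined because the lines were derived from tumors. Immune cell markers were higher in M1 than other genes (limma camera, adjusted p = 9.39e-07), but not with an estimated correlation (adjusted p = 0.795). Of the 15 listed markers 7 were above 0 in M1 and 8 at 0. All 7 tested members were above every primary line, of which 5 passed the threshold adjusted over the list alone and 0 adjusted over all genes. Lyz2, Laptm5, Fcer1g and Cd4 were at 47.4, 39.1, 39.2 and 17.1 CPM in M1 and below 1 CPM in the primary lines. They and Tyrobp, named after its values were seen, entered the test through M1 alone. Their place above every primary line was thus fixed in advance. Neither that count nor the calls over the list alone are separate support. The list test used these same members, while the 8 markers at 0 in M1 were left out by the filter. Its small p-value can thus partly reflect this selection. Csf1r, named after its values were seen, was at 28.0 CPM in M1 but also at 7.02 CPM in P1 and 8.94 CPM in P5. MHC class II genes showed the same direction (limma camera, adjusted p = 6.85e-06), again not with an estimated correlation (adjusted p = 0.723). Above every primary line were 6 of 7 tested members, of which 5 passed adjusted over the list alone and 0 adjusted over all genes. H2-Eb1 and Ctss were at 27.8 and 16.7 CPM in M1 and at no more than 0.105 CPM elsewhere. H2-Ab1 and H2-Aa were at 5.82 and 4.83 CPM in M1 and listed at 0 elsewhere. These genes, H2-Eb1, Ctss and Cd74, the last named after its values were seen, also entered the test through M1 alone. The same limit applies to their count and calls, and the list test again used these members. With library batch as a term the immune cell markers passed (adjusted p = 0.00404) and MHC class II did not (adjusted p = 0.0626). In both lists 6 of the 7 tested members were listed at 0 in P4, with which M1 is then compared. The version with an estimated correlation could hardly pass with these libraries, so that the calls lost with it decide little.

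Tested fibroblast markers other than Dcn were highest in P5, where Col3a1 was at 483 CPM and Loxl1 at 147 CPM, against 0 for both genes in M1. Dcn, named after its values were seen, was at 21.8 CPM in P1 and 2.43 CPM in P5. With all lines, the list did not stand apart in M1 (limma camera). As a list, the 13 tested members were lower in M1 past the threshold without P1 (limma camera, adjusted p = 0.0229). With an estimated correlation and all lines the adjusted p was 0.960. Of the hepatocyte markers, Alb, named after its values were seen, was listed at 0 in all lines. Of the 4 tested members, Hnf4a alone was above 0 in M1, at 27.7 CPM against 36.1 CPM in P1 and 21.5 CPM in P4 (limma camera, adjusted p = 0.910). Among 7 tested lung epithelial markers, Foxj1, a regulator of motile cilia, was at 73.6 CPM in M1 and at most 2.23 CPM in a primary line (limma camera for the list, adjusted p = 0.910). The 3 tested endothelial markers, Egfl7, Kdr and Vwf, were listed at 0 in M1 and P4 and were too few for a list test. Of the 13 mitochondrially encoded genes, mt-Nd4l was at 211 CPM in M1 and at most 23.5 CPM in a primary line. The list did not stand apart (limma camera, adjusted p = 0.516). In each of these 5 lists 0 members passed the threshold adjusted over all genes or adjusted over the list alone.

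**Figure D3:**
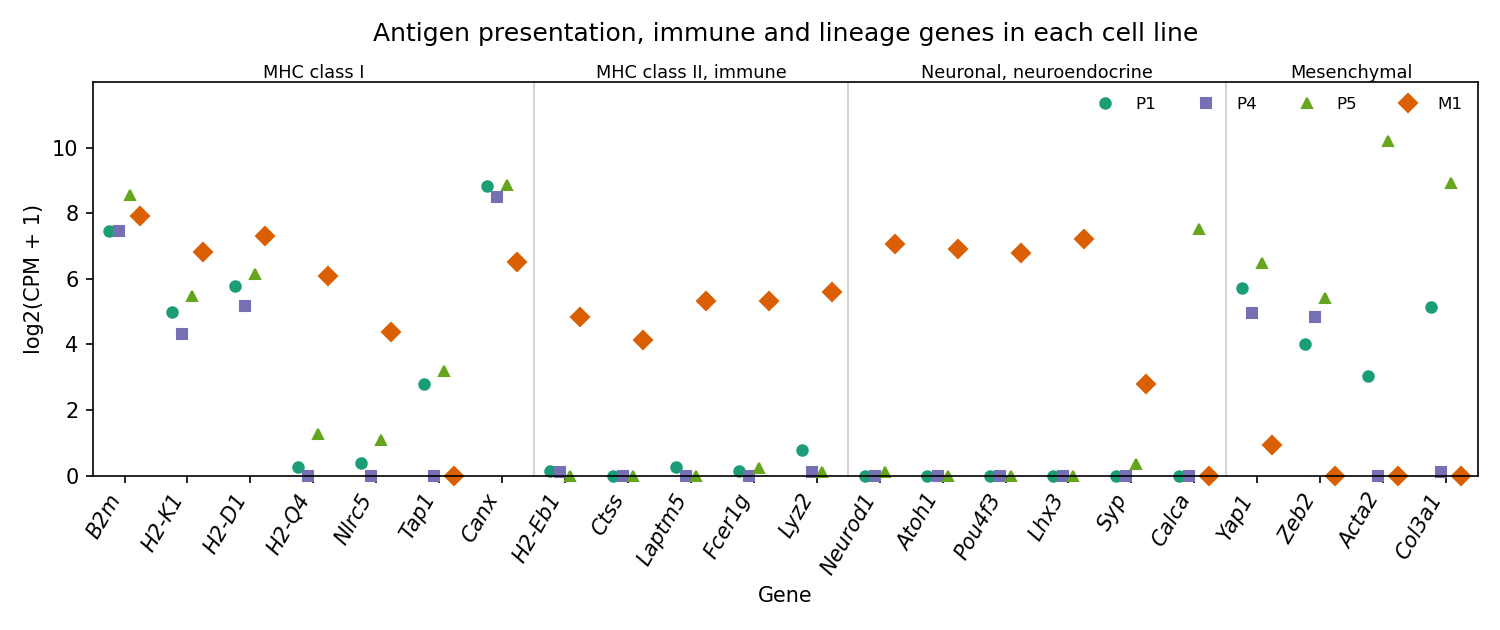
Expression of MHC class I, MHC class II and immune, neuronal and neuroendocrine, and mesenchymal genes as log2(CPM + 1) in the primary-derived lines P1, P4 and P5 and the metastasis-derived line M1, with 1 point per library. H2-K1 (112 CPM) and Neurod1 (134 CPM) were highest in M1, whereas Calca, chosen after its values were seen, was above 0 in P5 and listed at 0 in the other lines.

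The lines also differed by sex-linked transcripts. Xist and Tsix, transcribed from the X inactivation center, were at 121 and 153 CPM in M1 and at 81.1 and 53.5 CPM in P4, but at no more than 0.105 CPM in P1 and P5. The Y-linked genes Ddx3y and Eif2s3y were at 4.41 and 0.945 CPM in P1 and at 70.1 and 12.4 CPM in P5, and listed at 0 in P4 and M1. The list of 6 such genes did not stand apart between M1 and the primary lines, with 0 members past the threshold adjusted over all genes or adjusted over the list alone (limma camera, adjusted p = 0.910).

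Each line was compared in turn with the other 3, which gives all 4 splits of the libraries. P5 had the most, with 670 genes higher and 1 gene lower at an adjusted p under 0.05 (limma), while P1, P4 and M1 each had 0 in both directions. Of the 670 genes, 438 were listed at 0 in all other lines, and with a pseudocount of 5 the counts in P5 were 0 and 0. At an unadjusted p under 0.05, 1441 genes set M1 apart, compared with 2064 for P4, 1504 for P5 and 151 for P1 (limma). Of the 20 gene lists, 4 passed the threshold in P1, 0 in P4, 3 in P5 and 4 in M1, and 0 in each line with an estimated correlation (limma camera). Most genes that set P4 apart at an unadjusted p were lower in P4, which listed the fewest genes. Most that set P5 apart were higher in P5, which listed the most. The counts at an unadjusted p thus do not rank the lines by biological distance. An exact permutation test of 3 libraries against 1 cannot go below p = 0.25. Across genes, P1 and P5, whose deposited columns share a number of unstated meaning, were the most alike (Pearson r = 0.90, Spearman rho = 0.89). The other 5 pairs lay between r = 0.67 and r = 0.72, with M1 at 0.69 from P1, 0.67 from P4 and 0.67 from P5. Genes are not independent replicates, and these correlations describe the libraries only.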

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

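The batch term and the filter of a mean of 50 CPM were added after the data were seen; the other settings were fixed before. The cause of the changes listed here was not tested. Camera with an estimated correlation could hardly pass in this design, so that calls lost with it decide little by themselves. For MHC class I and neuroendocrine markers the estimated correlation, 0.55 and 0.84, lay far above the preset 0.01. Passes of these lists at the preset correlation can thus be too easy. Most tested immune cell and MHC class II markers entered the test through M1 alone. Passes of those lists under alternatives are therefore not separate support. The planned count test on recovered reads was not run, because the CPM values came from estimated counts, and robust variances have no counterpart in camera. No paired analysis was possible, because M1 was the only metastasis-derived line and, by the design of the series, came from a separate mouse. The replicate number that it shares with P1 is not stated to mark a pair. The counts of 0 genes higher and 0 genes lower in M1 held under all alternatives run (limma), but in simulated libraries of this design 0% of the changed genes were called, so that this says little about stability. The Erbb2 difference stayed between -0.11 and 0.84 over 13 alternatives, with adjusted p between 0.522 and 0.980 (limma), and was negative in 1 of them; without single primary lines it ranged from -0.11 to 0.55. Quantile normalization moved the median log2 difference of all genes from -0.53 to -0.06, and leaving out P4 moved it to -0.84. Of 1554 values of 120 named genes under alternatives, 0 passed the threshold (limma, smallest adjusted p = 0.0664), 13 had the opposite sign and 25 became 0 with the batch term, where M1 and P4 are equal. Opposite signs under quantile normalization were 0.14 for Wnt5b, 0.21 for Wnt10b, 0.044 for Notch1, 0.16 for Ttr and 0.05 for Sftpa1. With the batch term they were -0.12 for Wnt6, 2.30 for Ddx58 and 0.10 for Hbegf. Without single primary lines B2m ranged from -0.086 to 0.47, Ddx58 from -2.46 to 0.17 and Hnf4a from -0.010 to 2.60.

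Among gene lists, the higher level of immune cell markers in M1 passed the threshold in 12 of 13 alternatives and that of MHC class II in 10 of 12, in both cases not with an estimated correlation (limma camera, adjusted p = 0.795 and 0.723), and for MHC class II not with the batch term (0.0626). MHC class I passed in 7 of 14: it was lost with a pseudocount of 0.1 (0.152), a mean of at least 5 CPM (0.0519), an estimated correlation (0.960) and the batch term (0.537), turned lower with a mean of at least 50 CPM (0.962), and without single primary lines ranged from 0.0121 to 0.174. Neuroendocrine markers passed in 6 of 13: they were lost with a pseudocount of 0.1 (0.0869), a mean of at least 5 CPM (0.0519), median-of-ratios size factors (0.0814), an estimated correlation (0.960), the batch term (0.639), without P1 (0.356) and without P4 (0.0624), and were at 4.71e-07 without P5. Their percentile among random lists, not counted among the 13, was 96.5. Fibroblast markers became lower past the threshold with quantile normalization (0.0234) and at percentile 0 of random lists, and ranged from 0.0229 to 0.242 without single primary lines. Lists that missed the threshold and turned direction did so with adjusted p of 0.944 (ERK targets, pseudocount 5), 0.846 (WNT ligands, mean of at least 5 CPM), 0.988 (ERK targets, size factors), 0.908 (ERK targets and hepatocyte markers, quantile), 0.967 (ERK targets, no trend), 0.862 (ERBB, batch term), 0.959 (cell cycle and lung markers, batch term), 0.639 (mitochondrial genes, batch term) and 0.962 (cell cycle, mean of at least 50 CPM). At percentiles of random lists, ERBB (60.8), ERK targets (29.6), hepatocyte markers (61.1) and sex-linked genes (25.1) lay on the other side. Without single primary lines adjusted p ranged from 0.776 to 0.938 for ERBB, 0.770 to 0.985 for WNT ligands, 0.793 to 0.959 for ERK targets and 0.330 to 0.776 for cell cycle genes, and was 0.940 for hepatocyte markers where they could be tested.

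The 670 and 1 genes of P5 became 0 and 0 with a pseudocount of 5 and 4 and 5 with quantile normalization, under which P1 gained 2 and 11 genes (limma). With a mean of at least 5 CPM, Pearson r across genes was 0.60 for P1 and P4, 0.87 for P1 and P5, 0.54 for P1 and M1, 0.55 for P4 and P5, 0.54 for P4 and M1 and 0.51 for P5 and M1. Depth was similar in all libraries; the genes listed at 0 in P4 and M1 limit what can be compared, also among the 2846 genes with at least 50 CPM in P1 and P5, of which 106 were at 0 in P4 and 44 in M1.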

Other observations

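The genes named here were chosen after their values were seen unless the rule for named genes took them. P5 and M1 both contained neuroendocrine transcripts, in part of different genes. The peptide hormone and granule genes Calca, Ddc, Scg2 and Chga were at 183, 127, 67.1 and 26.5 CPM in P5 and listed at 0 in M1. Insm1 and Uchl1 were above 0 in both, at 6.94 and 66.4 CPM in P5 and 74.0 and 76.1 CPM in M1. Compared with the other 3 lines, P5 was higher in neuroendocrine (limma camera, adjusted p = 0.000124) and fibroblast markers (adjusted p = 0.00169), and lower in cell cycle genes (adjusted p = 0.000131), none of which held with an estimated correlation (adjusted p = 0.917, 0.941 and 0.805). P1 was lower in neuroendocrine markers (limma camera, adjusted p = 2.68e-07), MHC class II (0.0111), sex-linked (0.0348) and mitochondrially encoded genes (0.000279), again not with an estimated correlation (adjusted p = 0.898 for each). P1 was, however, not the lowest line for neuroendocrine markers, which summed to 581 CPM in P1 and 420 CPM in P4. MHC class II genes summed to 0.840 CPM in P1 and 0.0720 CPM in P4. The sex-linked list holds X- and Y-linked genes that were high in different lines. The number of lists that passed thus does not show that P1 stood as far apart as M1. Acta2, the smooth muscle actin gene, was at 1178 CPM in P5, 7.24 CPM in P1 and listed at 0 in P4 and M1. In P1 and P4, 17 and 22 of the 24 tested neuroendocrine markers were listed at 0. All lines contained Ncam1, between 299 CPM in P4 and 1057 CPM in P5.

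For some abundant transcripts that are not named after any lineage, P4 and M1 lay apart from P1 and P5. The clone-based transcript CT010467,1 was at 42337 CPM in P4 and 23473 CPM in M1, against 1515 CPM in P1 and 1289 CPM in P5. Histone cluster genes summed to 7247 and 7953 CPM in P4 and M1, and to 2771 and 1192 CPM in P1 and P5. Lars2 was at 335 and 640 CPM against 10.8 and 16.6 CPM, and ribosomal protein genes took 18.7% and 16.3% of the reads against 12.3% and 9.21%. The transcript AY036118 did not follow this split, with 3126 CPM in P4 and 70054 CPM in M1 against 31427 CPM in P1 and 49682 CPM in P5. Among genes with a mean of at least 50 CPM, r was 0.83 for P1 and P5 and 0.65 for P4 and M1, and at most 0.53 for the other pairs. P4 and M1 were no such pair over all tested genes (r = 0.67) or with a mean of at least 5 CPM (r = 0.54), where P1 and P4 were at 0.72 and 0.60. Xist and the Y-linked genes split the lines the same way. The labels give no batch, and the deposited columns of P1 and P5 share a number in their names whose meaning is not given in the sources used here.

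Of the tests that follow, the one on depth was chosen after the result was seen, and the bounds for few distinct RNA molecules, for library batch and for both tests of MHC class I were set after values were seen. P4 and M1 contained fewer genes than P1 and P5. A lower sequencing depth was argued against, since the smaller of their read numbers was 1.17 times that of P1. Of the symbols above 0, 9.93% in P4 and 8.38% in M1 had under 10 reads, against 32.0% in P1 and 32.8% in P5. Of the genes with at least 10 CPM in P1 and P5, 425 were at 0 in both P4 and M1. Independent loss in P4 and M1 would give 151. A candidate explanation is that few distinct RNA molecules entered these libraries, but core machinery genes were listed at 0 less often than other genes of like CPM, with a ratio of the rates of 0.611 in P4 (95% bootstrap interval 0.407 to 0.811) and 0.347 in M1 (0.106 to 0.619), where such a loss alone would give 1, so that it stays open as a part of the cause. Genes listed at 0 were the longer ones with a probability of 0.581 in P4 and 0.562 in M1, too small a difference to decide on transcript length. Sex and origin of the animals and a library batch stay open.

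As lists, immune cell markers and MHC class II genes were higher in M1, though not with an estimated correlation (limma camera, adjusted p = 0.795 and 0.723), and 8 of the 15 listed immune cell markers were at 0 in M1. Library batch as the cause stays open: with batch as a term immune cell markers were higher in M1 than in P4 (limma camera, adjusted p = 0.00404; 7 of 7 members higher) and MHC class II genes, with 6 of 7 higher, missed the threshold (adjusted p = 0.0626), but 6 of the 7 members of each list were at 0 in P4, where core machinery genes were also at 0, and the spread had 1 residual degree of freedom. Immune cells carried over into the culture are a possible explanation that stayed open: of 24 further macrophage genes, 8 were at 1 CPM or more in M1 against 6, 4 and 6 in P1, P4 and P5. Cybb, C1qc, Aif1 and Spi1 were at 21.8, 18.5, 7.61 and 6.36 CPM in M1 and below 1 CPM elsewhere, while Itgb2, Coro1a, Cd52 and Ptprc were listed at 0 in M1. Of 12 lymphocyte genes, Ccl5 and Jchain were at 1 CPM or more in M1 (7.70 and 7.97 CPM), Ccl5 and Trac in P1 and P5 and Trac in P4, while the immunoglobulin gene Igkc was at 179 CPM in M1 and at most 0.0720 CPM elsewhere; RNA of another sample in the library and expression by the tumor cells themselves were not tested and stay open.

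Of 7 tested MHC class I heavy chain genes, 5 had higher values in M1 than in each primary line, among them H2-K1 and H2-D1, but not past the threshold (limma, adjusted p = 0.542 and 0.537). With library batch as a term the list lost its call (limma camera, adjusted p = 0.537), and its median log2 difference relative to that of all genes was 1.10 against P4 and 1.48 against all primary lines. The spread was then estimated from P1 and P5 alone with 1 residual degree of freedom, so that the test could not decide on batch. RNA of immune cells as a candidate source stays open: H2-K1 and H2-D1 in M1 exceeded the highest primary line by 158 CPM in sum, 0.872 times the 181 CPM of the immune cell markers, but B2m, also abundant in immune cells, was at 242 CPM in M1 and 242 ± 117 CPM in the primary lines (SD, n = 3), and Ptprc was listed at 0 in M1. A higher transcription of class I genes in the line itself stays open and was not tested.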
